A study of Homo sapiens with 384 samples.

How the data were processed

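RNA was measured in 384 libraries of human neurons by QuantSeq, a method that sequences the 3′ ends of polyadenylated transcripts, with a module that adds unique molecular identifiers (UMIs). Per the labels' protocols, the XCL4 and BC1 neurons were differentiated from neural progenitor cells. XCL4 and BC1 are human induced pluripotent stem cell lines, and the other cultures were iCellGluta neurons, a commercial glutamatergic product, and NGN2 neurons of the KOLF2.1J stem cell line. All but 6 libraries came from cultures with CRISPR interference, in which a catalytically dead Cas9 fused to the KRAB repressor is directed to a chosen position.

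The deposited table holds whole-number counts for 36591 gene symbols in 384 columns, and each column name matched the title of 1 sample. The number of columns that matched no sample was 0. Per the file header and the labels, neither the aligner, the counter, the genome build, the use of strand nor the collapsing of UMIs is stated, so the counts may be of reads or of molecules. The table had no row without a gene name, and 4204 genes had 0 counts in every library. Counting error is therefore a lower limit on the error of a value, and the confidence intervals given for single libraries (Wilson, 95%) cover counting error alone. If UMIs were not collapsed, these intervals are too narrow.

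Groups were taken from the titles: 92 labelled target positions on chromosome 17, GFP controls (8 libraries) and Safe Harbor controls (12 libraries). Library set and cell line came from the library identifiers and the cell line labels. The libraries fell into 5 library sets. Set 1 held both lines, with 55 BC1 and 40 XCL4 libraries, and sets 2, 3 and 4 held 96, 94 and 93 XCL4 libraries. GFP controls lay in set 1 alone and Safe Harbor controls in sets 2 to 4. The labels give no genome build for the target positions. The positions were placed on the GENCODE release 29 annotation of GRCh38, where the targets 45894000, 45894300 and 45894500 fall within 382 bp of the annotated start of MAPT, and every annotation given here holds only if the labels use that build. No position was converted between builds.

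Before libraries were averaged, the 962 pairs of libraries of the same group were compared by a chi-square of their counts over genes. The smallest value per gene was 1.29 and the median 14, and 0 pairs were under 1.1, so no library was counted as a duplicate. At this limit the check can find the same library sequenced again, and it cannot rule out separate libraries of the same culture.

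CPM values are counts divided by the library total and multiplied by 1000000. The main tests used edgeR 4.0.16 (quasi-likelihood fit and test, TMM normalization) in R 4.3.3 on the deposited counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. For MAPT and its neighbours, all CRISPR interference libraries were fitted together, with a coefficient for each target and for each combination of library set and line, on 21 locus genes with a mean of at least 10 counts plus 1000 randomly drawn genes (seed 1). The 21 genes came from a list of 46, of which 43 were in the table under those symbols. All libraries passed the minimum of 100000 counts. Each of the 62 targets with at least 3 libraries was compared with the pooled controls. MAPT was adjusted over the 62 targets, and the locus genes over 1302 gene-target pairs. Targets with 1 or 2 libraries were given values without a test. The genome-wide comparisons were fitted to smaller sets of libraries with the filterByExpr filter: each promoter target against the controls of the same sets and lines, the lines within set 1 with target as a covariate, and the 3 iCellGluta against the 3 KOLF2.1J NGN2 libraries. Permutation tests of MAPT exchanged labels within set and line 100000 times on log2(CPM + 1), two-sided.

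The alternatives, fixed before the data were examined, were RLE normalization, DESeq2 1.42.0, limma-voom for the lines (limma 3.58.1), other random genes (seed 2), no filter on low counts, Safe Harbor controls alone, the mean of all groups as reference, no batch term, XCL4 libraries alone, libraries of at least 1000000 counts, targets within 1000 bp merged, a covariate for neuronal content (the mean log2(CPM + 1) of 13 neuronal genes, without MAPT), the replicate number as a block, and leaving replicates out. After the data were seen, 3 alternatives were added for MAPT and the locus genes: 5 expression factors computed from the random genes as covariates, the omission of 43 set 4 libraries numbered 54 to 96, and limma-voom, which was also the tool for the regrouped labels.

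Genes named in the text followed a rule set before the data were examined: MAPT; each target past the threshold for MAPT and the 3 promoter targets; up to 10 locus pairs with the smallest p-values; and in each genome-wide comparison the 3 higher and 3 lower genes with the smallest p-values past the threshold, leaving out XIST, TSIX and Y-linked genes. Genes named outside the rule are said to be so.

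The functions were tested on simulated counts with the real means and library sizes, a dispersion of 0.1, and 200 genes changed by 2 on the log2 scale. In the design of the 45894000 comparison (36 libraries, 11734 genes tested) 187 of 187 changed genes that were tested were recovered and 6 unchanged genes were called. In the design of 6 libraries (15071 genes tested) 155 of 189 were recovered and 11 unchanged genes were called. In the fit of all CRISPR interference libraries (1021 genes) 200 of 200 were recovered and 5 unchanged genes were called. That fit was read out for 45894000 alone, which has 16 libraries, and targets with fewer libraries were not simulated in it. The simulated counts held no differences between sets, lines or cultures, and smaller changes were not simulated. They test the functions, and do not give the power or the rate of false calls over the 62 targets.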

Results

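The data comprised 384 QuantSeq libraries of human neurons, all but 6 of them from CRISPR interference cultures. The study nominated candidate regulatory elements of MAPT, the gene of the tau protein, and the libraries measured what followed when such positions were targeted with dCas9-KRAB. The 92 labelled positions had up to 16 libraries each: 62 positions had at least 3 libraries (322 libraries), 6 had 2 and 24 had 1. Total counts per library ranged from 209120 to 7995282 with a median of 1569302, and 102 libraries had under 1000000 counts. The median total was 748227 in the BC1 libraries of set 1, 1112088 in its XCL4 libraries, 1092710 in set 2, 2450402 in set 3 and 1952560 in set 4.

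MAPT (ENSG00000186868.15) lies on chromosome 17 from 45894382 to 46028334 on the plus strand of GRCh38. MAPT-AS1 overlaps its start on the other strand, from 45799390 to 45895680, and since the use of strand in counting is not stated, counts at the overlap are uncertain. MAPT itself was low and uneven in depth, with 2 to 3041 counts per CRISPR interference library. Its level differed between sets before any target was considered: 140 ± 84.9 CPM (SD, n = 55) in BC1 of set 1, 112 ± 78.4 (n = 40) in XCL4 of set 1, 22.3 ± 18.5 (n = 96) in set 2, 43.9 ± 24.6 (n = 94) in set 3 and 25.2 ± 16.8 (n = 93) in set 4. The control libraries had 64.8 ± 35.9 CPM (SD, n = 6) in BC1 of set 1, 75.1 ± 17.9 (n = 2) in XCL4 of set 1, 24.1 ± 20.9 (n = 7) in set 2 and 34.0 ± 28.0 (n = 4) in set 3. The only control of set 4 had 35.6 CPM.

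The targets nearest to the MAPT start test whether the labels and the repression go together. The position 45894000 lies 382 bp upstream of the start, in an intron of MAPT-AS1, and had 16 libraries. In the libraries labelled 45894000, MAPT was lower than in the controls by edgeR's quasi-likelihood test (log2 fold change -1.01, SE 0.30, a change of -50.3%, adjusted p = 0.0195), and 13 of 16 libraries lay below the control mean of their own set and line. A permutation test within set and line gave a log2 difference of -1.08 (two-sided p = 0.00631). The libraries did not all move together. In XCL4 of set 1 the 3 libraries had 12.2 ± 0.95 CPM (SD, n = 3, log2 difference -2.51). In set 2 they had 5.13 ± 4.07 CPM (SD, n = 7, log2 difference -1.88), and the single library of set 4 had 17.8 CPM (log2 difference -0.96). In BC1 of set 1 they had 55.3 ± 29.6 CPM (SD, n = 3), within the spread of the controls (log2 difference -0.17). The controls there, at 64.8 CPM, lay below the mean of all 55 BC1 libraries (140 CPM), so the reading in BC1 depends on the reference. The 2 libraries labelled 45894000 in set 3 went against the label, with 39.2 CPM (95% interval 30.9 to 49.7, 67 counts) and 67.1 CPM (95% interval 58.0 to 77.5, 184 counts), above the control mean of that set (log2 difference 0.86). The alternative that moved the change most was the replicate block, with a log2 fold change of -1.85, and without the batch term the change was -1.004 and did not pass the threshold (adjusted p = 0.0770, the highest over its alternatives, the lowest being 5.2e-10).

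The position 45894300, 82 bp upstream of the start, had 5 libraries in sets 2 and 4, with 7.79 ± 4.19 CPM of MAPT (SD, n = 5). MAPT lay below the control mean in 5 of 5 libraries, but the change did not pass the threshold in the fit of all targets (edgeR, log2 fold change -1.27, SE 0.51, adjusted p = 0.101). It passed with the neuronal covariate (log2 fold change -2.23, adjusted p = 2.9e-07, the lowest over its alternatives, the highest being 0.347 by limma-voom). The permutation test within set and line gave a log2 difference of -1.58 (two-sided p = 0.0255). These tests treat the 2 libraries of set 4, numbered 62 and 87, as independent, but they are among those that resembled set 2 libraries in profile. Without such libraries the log2 fold change was -1.695 (adjusted p = 0.176). The position 45894500, 118 bp downstream of the start in the annotated UTR, had 2 libraries and no test. Their MAPT was 42.8 CPM in BC1 of set 1, from 29 counts, and 3.47 CPM in set 2, from 5 counts (95% interval 1.48 to 8.13).

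**Figure D1:**
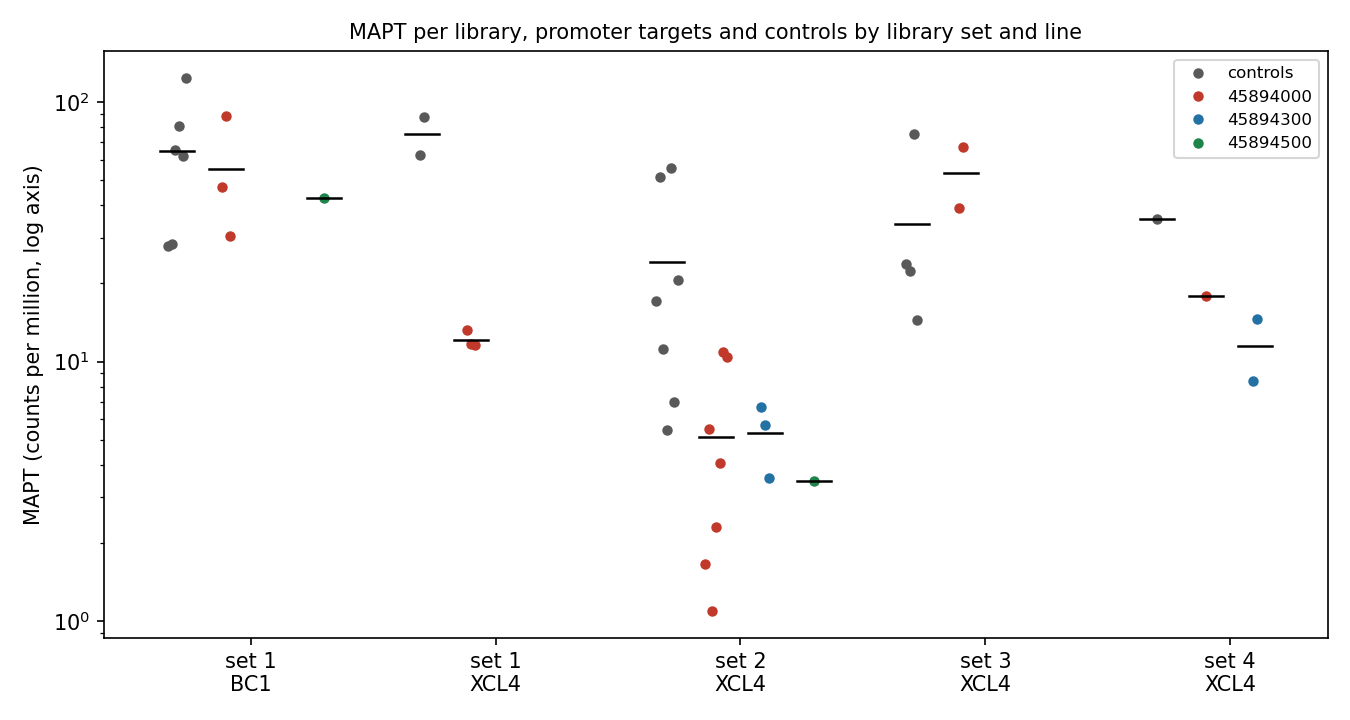
MAPT in CPM (log axis) for each library of the 3 promoter targets and of the controls, by library set and cell line; short black lines are means. The libraries labelled 45894000 lie below the 2 controls in XCL4 of set 1, among the controls in BC1, and at 39.2 and 67.1 CPM in set 3.

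Across the 62 targets, the question was which positions change MAPT when repressed. By edgeR, 6 targets passed the threshold, of which 1 was lower (45894000) and 5 were higher, while 13 had an unadjusted p under 0.05. The estimate was above 0 in 45 targets and below 0 in 17, with a median of 0.38. The number above 0 depended on the setting. It was 27 with the 5 expression factors, 30 with the neuronal covariate and 31 with Safe Harbor controls alone. It was 35 with the mean of all groups as reference and 51 by limma-voom. The higher targets were 45309260 in an intron of MAP3K14 (log2 fold change 1.202, SE 0.31, adjusted p = 0.00777), 45840618 in an intron of MAPT-AS1 (1.19, SE 0.36, adjusted p = 0.0195), and 45940494 (1.28, SE 0.38, adjusted p = 0.0195), 45956825 (1.14, SE 0.39, adjusted p = 0.0378) and 45977337 (1.40, SE 0.45, adjusted p = 0.0258) within MAPT, the first pair in introns and the last in an annotated exon. They had 9, 5, 5, 5 and 3 libraries in this order, and 0 of these libraries lay below the control mean of their set and line. In each set and line where these targets had libraries, the difference from the controls was above 0, from 0.46 to 2.11 on the log2 scale. The controls of set 2 ranged from 5.43 to 55.6 CPM. The set 2 libraries of 45940494 and 45956825 reached 42.7 and 43.4 CPM, under Safe Harbor replicates 2 and 5 (51.7 and 55.6 CPM). Those of 45309260 (73.6 and 83.6 CPM) lay above every control of the set, and those of 45977337 (27.7 and 74.9 CPM) on both sides. Targets within 1000 bp of the higher ones differed. The log2 fold change was 0.05 for 45977315 (beside 45977337) and -0.24 for 45309544 (beside 45309260). It was 0.70 for 45941019 (beside 45940494) and 0.76 for 45956833 (beside 45956825), and none of these passed. Not all neighbours shared the sets: 45977315 lay in sets 3 and 4, and 45977337 in sets 1 and 2. In set 2 the covariate for neuronal content had a mean of 5.17 for 45309544 and 7.67 for 45309260. These contrasts are therefore not of position alone. With targets within 1000 bp merged, 45309260 was at 0.71 and did not pass (adjusted p = 0.114). Nor did 45977337 merged with 45977315, while 45940494 and 45956825 did. The calls did not hold under every alternative. With the neuronal covariate, 2 targets passed, 45894000 and 45894300, both lower, and 0 were higher; without the 43 set 4 libraries numbered 54 to 96, 45940494 and 45956825 did not pass; 0 were higher also with Safe Harbor controls alone and with libraries of at least 1000000 counts.

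**Figure D2:**
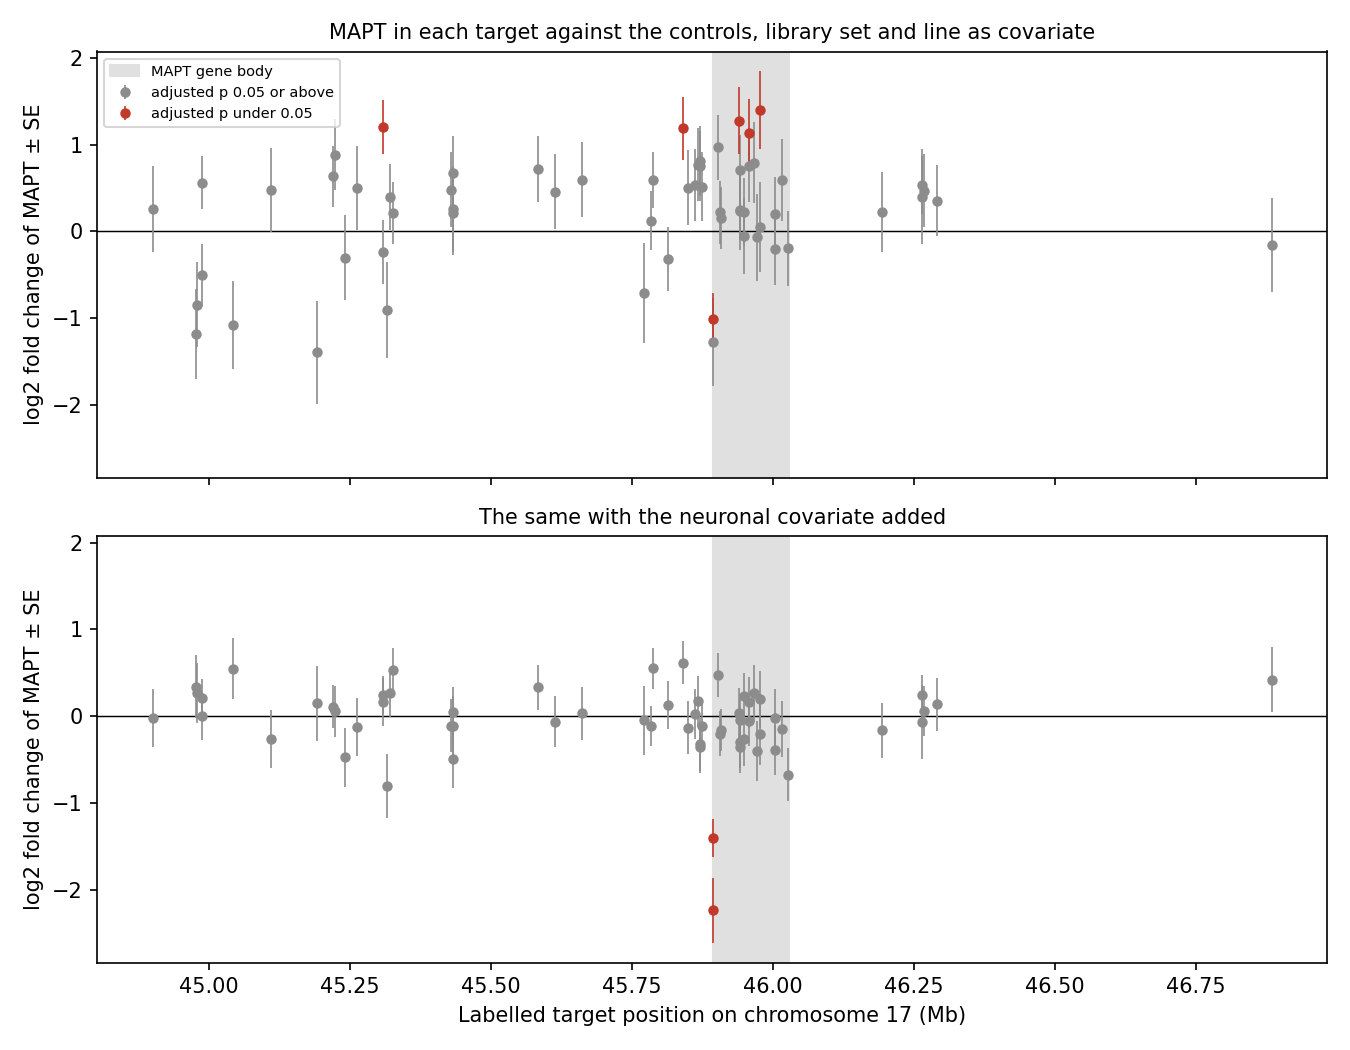
Log2 fold change of MAPT against the controls (points, with standard error bars) for the 62 targets by labelled position on chromosome 17 in Mb, without (top) and with (bottom) the neuronal covariate; red marks an adjusted p under 0.05 and the grey band is the MAPT gene. The 5 higher targets of the top panel are not past the threshold in the bottom panel, where 45894000 and 45894300 are.

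**Figure D3:**
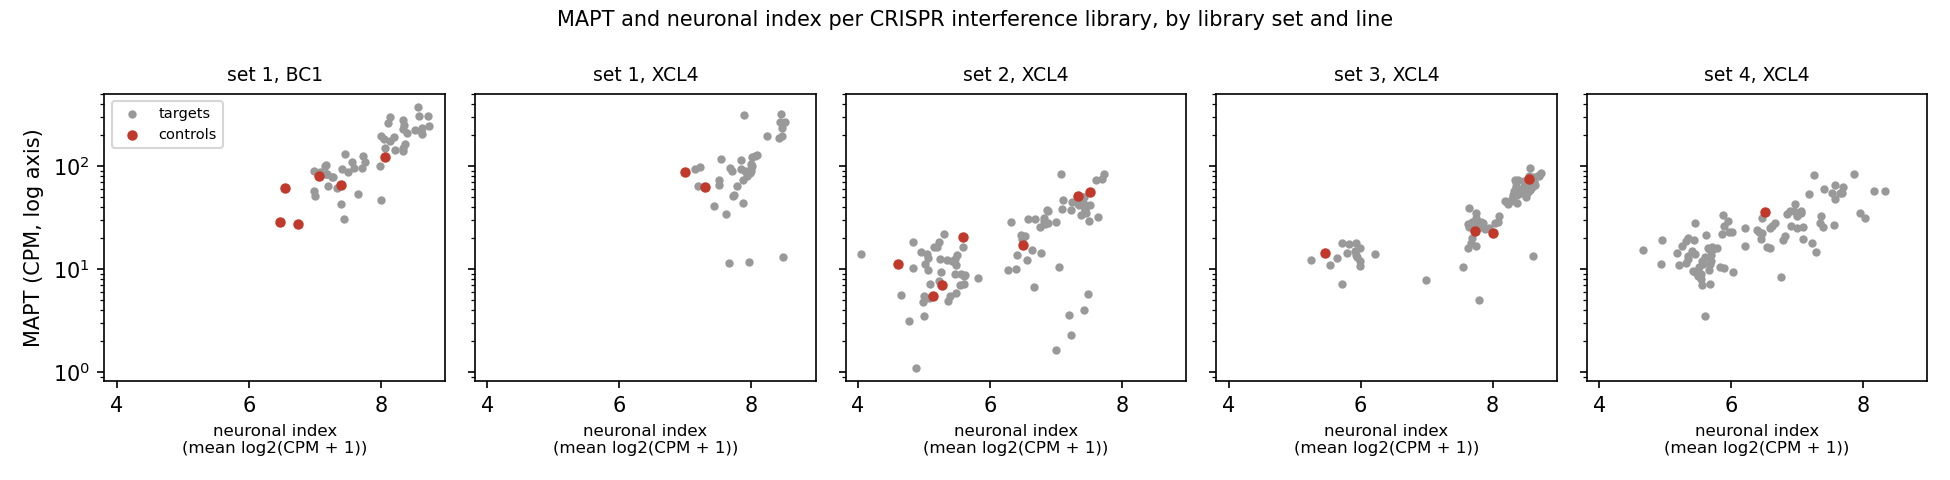
MAPT in CPM (log axis) against the neuronal index, the mean log2(CPM + 1) of 13 neuronal genes, for each CRISPR interference library by library set and line, with controls in red. MAPT and the index rise together, and in sets 2 and 3 the libraries fall into separate clusters along the index.

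Among the 21 locus genes, 55 of 1302 gene-target pairs passed the threshold, 28 lower and 27 higher, and 227 had an unadjusted p under 0.05. Of the 5 pairs in which the target lay within 5000 bp of the gene's start, 3 passed, and these 3 were lower: MAPT with 45894000, and MAP3K14 with 45315000 (log2 fold change -0.9998, SE 0.32, adjusted p = 0.0469) and with 45321056 (-0.84, SE 0.27, adjusted p = 0.0497), the last pair named after their values were seen. The target 45315000 had 3 libraries, and the 2 in set 3 were not low within their set, with 13.6 and 15.4 CPM of MAP3K14 (ranks 42 and 55 of 94 from the lowest, median 14.5). The 10 pairs with the smallest p-values were all farther from the gene. KANSL1, from 46029916 to 46225389, was higher with 45849095 (log2 fold change 1.35, SE 0.14, adjusted p = 7.9e-17), 45432051 (1.21, SE 0.14, adjusted p = 1.2e-13) and 45870936 (1.05, SE 0.13, adjusted p = 1.1e-11). FZD2, from 44557459 to 44559570, was lower with 45849095 (-1.64, SE 0.22), 45432051 (-1.61, SE 0.22) and 45429323 (-1.52, SE 0.22). The targets 45849095, 45432051 and 45429323 had 4 libraries each, 2 in set 2 and 2 in set 4 that resembled set 2 libraries in profile and may not be independent, and without these set 4 libraries they had too few for a test. RPRML, from 46978156 to 46979248, was higher with 45309260 (3.02, SE 0.39), 45873822 (2.96, SE 0.45) and 45977337 (3.10, SE 0.51), and GFAP, from 44903161 to 44916937, with 45784528 (2.61, SE 0.42). The size of these changes depended on the setting. With the 5 expression factors, KANSL1 was at 0.77, 0.68 and 0.56 with its targets in the order given. FZD2 was at -0.89, -0.89 and -0.90 there, and all these pairs still passed. With the neuronal covariate, with the 5 expression factors and by limma-voom, RPRML was at 1.12, 1.21 and 1.36 with 45309260, and at 1.75, 1.28 and 1.53 with 45873822, and it passed in each. RPRML with 45977337 was at 0.08 without replicate 2, and GFAP with 45784528 was 0.04 by limma-voom, and neither passed there. The first also did not pass with the neuronal covariate (1.02) and by limma-voom (1.49), nor the second with Safe Harbor controls alone (2.30) and with the 5 expression factors (1.001). Parts of KANSL1 have near-identical copies close by, and its counts are uncertain for that reason. The count of pairs was moved most by the 5 expression factors, chosen after the data were seen, which left 20 pairs.

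Genome-wide, the comparison of the 16 libraries labelled 45894000 with 20 controls gave 0 of 11334 genes past the threshold, with 1559 at an unadjusted p under 0.05. MAPT had a log2 fold change of -1.13 (SE 0.35, adjusted p = 0.319) there. The comparison of the 5 libraries labelled 45894300 with the controls of sets 2 and 4 gave 0 of 11128 genes, with 1207 at an unadjusted p under 0.05, and MAPT had a log2 fold change of -2.02 (SE 0.55, adjusted p = 0.446). With the neuronal covariate 1 gene passed for 45894300, and it was MAPT (log2 fold change -2.62).

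The lines were compared within set 1 and within target. By edgeR, 5673 of 11231 genes differed, 2795 higher and 2878 lower in XCL4. The genes with the smallest p-values were ZNF726, ZNF439 and CHCHD2 among the higher (log2 fold changes of 3.21, 2.89 and 2.55) and AUXG01000058.1, HOXB2 and MAGEH1 among the lower. CHCHD2 had 435 ± 98.5 CPM in XCL4 (SD, n = 40) and 85.5 ± 80.1 in BC1 (SD, n = 55). In the 8 GFP libraries alone, 149 genes passed, 94 higher and 55 lower, and CHCHD2 (1.71) and AUXG01000058.1 (-3.02) did not. MAPT was lower in XCL4 (log2 fold change -0.43, SE 0.16, adjusted p = 0.0206), but in the GFP libraries alone the direction changed to 0.0813 (SE 0.48, adjusted p = 0.913, while the other alternatives gave 0.0230 to 0.0453). The effect of 45894000 on MAPT differed between the lines in set 1 (interaction in edgeR, log2 difference -1.76, SE 0.72, unadjusted p = 0.0170), being larger in XCL4. Libraries of that target are in the fit of the lines, so part of the -0.43 may come from them. Of the fits of the lines, only that of the GFP libraries leaves them out. Between the controls, MAPT was lower with GFP than with Safe Harbor (log2 fold change -0.97, SE 0.41, unadjusted p = 0.0181). The GFP and Safe Harbor libraries share no set, so this estimate rests on targets present in several sets, and with the neuronal covariate it was -0.16 (unadjusted p = 0.581).

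The cultures without CRISPR interference differed in most genes tested. MAPT was 1292 ± 50.7 CPM in iCellGluta (SD, n = 3) and 318 ± 42.4 in KOLF2.1J NGN2 (SD, n = 3), a log2 fold change of 2.099 (edgeR, SE 0.12, adjusted p = 2.0e-10). Of 15130 genes, 10383 passed the threshold, 4434 higher and 5949 lower in iCellGluta, and the median log2 fold change of all genes was -0.17 with TMM and -0.06 by DESeq2. The genes with the smallest p-values were MC4R, PENK and PNOC among the higher and HSD17B2, ALDH1A1 and SFRP2 among the lower. PENK had 298 ± 27.9 CPM in iCellGluta and 1.86 ± 0.425 in KOLF2.1J NGN2 (SD, n = 3 each). The cultures lay in different library sets (4 and 5), so culture and set cannot be told apart.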

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

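The tests in this part were chosen after the results were seen, with these exceptions. The test on single libraries of rarely used targets was set before. So was the difference between the lines, with and without the neuronal covariate.

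In 46 groups of 4 to 10 libraries, 1 library stood apart in MAPT by Dixon's ratio, where chance gives 2.3. In the group 45956833, replicate 4 (set 4) had 13.7 CPM of MAPT from 21 counts, against 78.0 ± 5.22 CPM (SD) in the other 3 libraries, a ratio of 0.902. Dixon's ratios here were taken on values centred within set and line, as log2(CPM + 1) for MAPT. The CPM values and their limits are not centred, and the mean of all libraries was 25.2 CPM in set 4 and 43.9 CPM in set 3. Counting error at its depth is argued against, since the upper 95% limit of that library was 20.9 CPM, below the others. Its neuronal index was also apart from the group (5.70 against a mean of 8.58, a Dixon ratio of 0.853), so a culture with fewer neurons may account for it. The other libraries lie in set 3, so library set stays open as well.

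The change of MAPT with 45894000 differed between the lines in set 1, by -1.76 on the log2 scale. Neuronal content is argued against, since the difference grew to -2.35 with the neuronal covariate. The effect also varied within XCL4: its log2 difference from the controls spanned 3.38 between library sets, from -2.51 in set 1 to 0.86 in set 3. That span rests on the 2 libraries of set 3, whose labels are in doubt. Without set 3 it was 1.56, less than the difference between the lines. The span of 1.56 rests in turn on 1 library and 1 control in set 4 (log2 difference -0.96), while the 7 libraries of set 2 were at -1.88. Variation between culture runs therefore stays open, since the span exceeds the difference with the set 3 libraries and not without them. A difference between the lines themselves was not tested beyond the 3 libraries of each and stays open.

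Of the 36 libraries of targets with 1 or 2 libraries, 10 had MAPT farther below the control mean of their set than any of the 20 controls (lowest control -1.52), and 0 lay above the highest. They were 45021085 (-2.20), 45291439 (-2.16), 45894500 replicate 2 (-2.05), 45371250 (-2.02), 45429139 (-1.86), 45302897 (-1.81), 44960270 (-1.75), 45385639 (-1.68), 45293628 (-1.59) and 45849135 (-1.58), each replicate 1 unless said. Of these, 10 of 10 also had a neuronal index below the control mean, so low neuronal content may account for them. All but 45894500 lie in set 4, whose control mean is a single library, and an effect of the targets was not tested.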

How the results depend on the processing

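The number of targets past the threshold for MAPT was 6, and it was 1 with Safe Harbor controls alone, 1 with libraries of at least 1000000 counts, 2 with XCL4 alone, 2 with the neuronal covariate, 10 with the mean of all groups as reference and, chosen after the data were seen, 10 by limma-voom. The split moved from 1 lower and 5 higher to 5 lower and 5 higher with the mean of all groups, and to 5 lower and 1 higher with the 5 expression factors. It moved toward higher by limma-voom (1 lower and 9 higher) and without the batch term (1 and 6). The number of targets was from 3 to 6 across the 5 fits that each left out 1 replicate number, the lowest without replicate 2. These fits left replicates out of the smaller targets alone, so the controls, 45894000 and 45309260 kept every library. Fewer libraries enter with XCL4 alone and with the depth minimum, and the cause of the other changes was not tested here.

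The log2 change of MAPT in 45894000 was below 0 under all alternatives run and lost the threshold once, at -1.004 without the batch term (the cause was not tested). That of 45894300 was below 0 throughout and passed by DESeq2 (-1.37), with the mean of all groups (-1.505), without the batch term (-2.30), with the neuronal covariate (-2.23), with the 5 factors (-2.31) and, unadjusted, by permutation (-1.58). With targets within 1000 bp merged it has no value of its own. Among the higher targets the direction changed for 45956825 with the neuronal covariate (-0.0577) and the 5 factors (-0.19), and for 45940494 with the 5 factors (-0.23); none of these passed.

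The 55 gene-target pairs became 24 with Safe Harbor controls alone, 36 with XCL4 alone, 25 without the 43 set 4 libraries numbered 54 to 96 (59 targets still have 3 libraries) and 20 with the 5 factors, and from 21 to 48 across the 5 fits that each left out 1 replicate number, the lowest without replicate 3, with 28 without replicate 2 and 36 without replicate 5. Of the 20, 13 were among the 55. The split of 28 lower and 27 higher moved toward lower by RLE (37 and 24) and DESeq2 (57 and 20). It moved toward higher with the mean of all groups as reference (78 pairs, 28 and 50), with the replicate block (12 and 19), and without replicate 1 (10 and 31), 2 (9 and 19) or 3 (7 and 14).

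Genome-wide, 45894000 went from 0 to 2992 genes without the filter on low counts, 2895 of them lower, and more genes of very low count were tested there. 45894300 went from 0 to 3 genes by DESeq2 and 1 with the neuronal covariate. XCL4 against BC1 went from 5673 to 149 genes with the 8 GFP libraries, which are fewer samples, and MAPT there changed direction to 0.0813. MAPT in GFP against Safe Harbor fell short of the threshold with the neuronal covariate (-0.16) and with XCL4 alone (-0.59). The comparison of iCellGluta with KOLF2.1J NGN2 kept its direction and its side of the threshold for MAPT under the alternatives run.

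Replicate numbers do not pair the libraries: deviations of same-numbered libraries of different groups in the same set and line had a mean correlation of 0.036, against 0.0125 for different numbers, and those of iCellGluta and KOLF2.1J NGN2 were -0.231, -0.0301 and -0.105. With the replicate block, 2 targets passed for MAPT, 31 gene-target pairs, and 3589 genes between the lines.

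For the single targets, pairs and genes named beside these results (without 45894000, 45894300 and the comparisons of lines, controls and cultures for MAPT), 38 values lost the threshold, 3 changed direction and 201 did neither under alternatives that keep every replicate number. Counted apart from these, 9 values lost it and 112 did not when a replicate was left out. The depth limits MAPT most in set 2, where the counts of MAPT started at 2 per library.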

Other observations

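The tests in this part with regrouped or shifted labels, with the 5 factors and on exchanged labels were set before their results were seen. The fits with the neuronal covariate, the mean of all groups and the depth minimum were fixed before the data were examined. Their use on these explanations, and the other tests, were chosen after.

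With labels permuted within set and line (limma-voom, 100 splits, the real one included), 2 splits gave as many MAPT targets past the threshold as the real 10, and 1 gave as many locus pairs as the real 55, which was the real one. With labels shifted along the library numbers instead, 2 of 100 shifts gave as many MAPT targets, the real one included, and the highest count was 21. When target labels were permuted and the controls kept, MAPT estimates were above 0 in a median of 52 targets, against 51 observed by the same tool, so that excess is what shared controls give. For 45894000, 9 of 100 splits gave as many genes at an unadjusted p under 0.05, and for 45894300, 17 of 100. For the lines, 1 of 100 splits gave as many genes, the real one. For iCellGluta against KOLF2.1J NGN2, 1 of 10 splits did, a design that cannot give a share under 0.1.

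A candidate explanation of the 5 targets with higher MAPT is the neuronal content of their cultures: with the neuronal covariate 0 of the 5 passed the threshold. The log2 change was then 0.62 (SE 0.25) for 45840618 and from -0.06 to 0.25 for the others. With the 5 factors 45309260 still passed (0.66, adjusted p = 0.0291 by edgeR), and the others did not. Controls that lie low are argued against as the whole cause, since 5 of the 5 passed against the mean of all groups. Their changes were smaller there, from 0.90 to 1.16, than against the pooled controls, from 1.14 to 1.40. With Safe Harbor controls alone the changes were from 0.77 to 1.04, and 0 of the 5 passed. Low controls may therefore account for part of the increase. An effect of the targets on the neuronal content itself was not tested. The decrease with 45894000 is another matter, since it was -1.40 with the neuronal covariate and -1.27 with libraries of at least 1000000 counts, which argues against neuronal content and depth as its cause.

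The locus pairs may in large part reflect variation shared by many genes, since 13 of the 55 stayed past the threshold with the 5 factors. Runs of neighbouring libraries alone are argued against: when labels were shifted along the library numbers, which keeps neighbours together, 1 of 100 shifts gave as many pairs, the real one, and the highest of the others was 46. The shifts were drawn separately in each set, so cultures shared between sets are not argued against by them.

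Set 4 libraries numbered 54 to 96 resembled set 2 libraries of the same target. For 33 of the 43, the closest of the 96 set 2 profiles was of the same target, against at most 8 when set 2 labels were permuted (p = 1e-05, the smallest the permutations can give). The best match had a median rank of 1, but the other set 2 libraries of the same target had a median rank of 26.5. This suggests that these libraries share a culture with a set 2 library, and would then not be independent replicates. The range of numbers was chosen from this resemblance, which limits the test. Apart from the profiles, the target labels of all 43 run in the order of the set 2 library numbers, with some set 2 libraries skipped. That order goes with repeats of set 2 cultures but does not by itself show a shared culture. Without the 43 libraries, 25 pairs and 4 MAPT targets passed, and 45940494 (1.24, adjusted p = 0.142) and 45956825 (1.13, adjusted p = 0.198) no longer did. The targets 45849095, 45432051 and 45429323 then have 2 libraries each and no test, so their KANSL1 and FZD2 pairs rest on libraries that may be repeats. The 2 set 4 libraries of 45894300 are also among the 43, and its log2 change was -1.695 without them. The splits with regrouped labels treat these libraries as independent as well.

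The 2 libraries labelled 45894000 in set 3 were not lower in MAPT, while a direct neighbour in library number, labelled 45315000 replicate 2, had 5.00 CPM (95% interval 2.86 to 8.73, 12 counts), the lowest of the 94 libraries of the set. Library 59, labelled 45433464 replicate 2, near library 61, labelled 45894000 replicate 15, had 13.4 CPM (95% interval 9.86 to 18.1, 41 counts), against 61.8 and 60.0 CPM in the other libraries of 45433464 in the set, with a neuronal index of 8.61 against 8.49 and 8.50. These libraries were singled out after their values were seen. Labels exchanged between neighbours are a possible explanation. It was tested with MAP3K14, whose start is near 45315000: an exchange predicts low MAP3K14 in the library labelled 45894000 replicate 14, which instead ranked 71 of 94 from the lowest (17.5 CPM, 30 counts). The prediction was not met, but 45315000 replicate 1 was not low either (13.6 CPM against a median of 14.5), so MAP3K14 does not separate the labels in this set and the question stays open. No test was made for libraries 59 and 61. No label was changed.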
